A study of Mus musculus with 18 samples. Its data were reported in "In situ tumour arrays reveal early environmental control of cancer immunity" (2023).

How the data were processed

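RNA-seq was performed on biopsies of KPP-EGFP tumours, which grew from a clonal line of mouse pancreatic ductal adenocarcinoma cells that express a green fluorescent protein. The tumours were grown by STAMP (skin tumour array by microporation), in which a laser opens a regular pattern of pores in the skin of the mouse ear and tumour cells are placed in them. Per the design text, the hosts were Foxn1-deficient nude mice, which lack T cells of their own, and they received naive T cells that carry the red fluorescent protein tdTomato. The donor strain named there includes an ovalbumin-specific receptor transgene (OT-I), but the study used that strain name for donors with and without it and saw little recruitment of OT-I cells to KPP-EGFP tumours, so which donors served here was not settled. Each tumour was classified by live imaging of these T cells on day 13 and removed with a 1 mm punch. In the study's image analysis a desert was a tumour with low T cell fluorescence, not necessarily none. The study's methods give an earlier day for the biopsies, and which day applies to these samples was not settled here.

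A sample was placed in the group that its phenotype label gives, which left 5 desert, 7 excluded and 6 inflamed samples, and replicate numbers only name samples in accession order. The labels do not say which mouse, experiment or sequencing run a sample came from, and they describe biopsies of individual tumours and also pooling by category. They also describe alternative routes of RNA extraction (TRIzol with a spin column, or a preserving solution with another column) without assigning samples to either. The p-values therefore measure only the spread between these 18 samples, which may share a mouse, and no test within a batch could be made.

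The authors removed reads of low quality and reads from ribosomal RNA and adapters, aligned the rest to the mouse genome (GRCm38.p5) with GSNAP and counted reads that mapped unambiguously to GENCODE exons. They removed genes with low CPM (reads scaled to library size). The deposited values are log2 CPM, for which the authors used the TMM scaling and log transformation of edgeR with a prior count. Whether the counting used the strand is not stated. Genes with near-identical copies or close relatives, such as Gapdh, Tgtp1 and Ddx3y, can lose reads to them or share reads with them, and without strand the reads of Xist cannot be told from those of its antisense partner. TMM assumes that most genes do not differ between samples, and the values of all genes in a sample shift together where that assumption fails.

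The table held 21781 genes in 18 samples, and no column was left without a sample. The lowest log2 value was -4.13 in all 18 samples, which fixed the prior count, and with it 100% of the values turned back into whole reads within a tolerance of 0.0001. Recovered totals ranged from 18946710 reads (Excluded 1) to 52978415 (Excluded 3), and 1.23% of values were at 0 reads. The relative scaling factors that came out with the reads ranged from 0.902 (Desert 2) to 1.08 (Inflamed 6). No pair of samples within a group was near-identical, since the smallest chi-square per degree of freedom over the 46 pairs was 49.8 for genes with at least 10 reads in the pair. Fold changes are differences of these log2 values and understate the change of genes with few reads.

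For each gene a model with 1 mean per group was fitted to the log2 values with limma 3.58.1 (R 4.3.3), all 18 samples sharing 1 estimate of the spread, with a variance trend and no covariate. Each phenotype was contrasted with the average of the other two, as in the study's methods, and the phenotypes were contrasted pairwise, which gave 6 comparisons. Tests were two-sided with Benjamini-Hochberg adjustment over all genes, and a gene passed at an adjusted p under 0.05. Errors of fold changes are standard errors from limma and errors of group values are standard deviations.

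Before the data were examined, 35 gene lists of immune cells, signalling pathways, tumour epithelium, skin and other tissues were written. The 33 lists with at least 5 measured members were tested with limma's camera, which asks whether the members of a list moved further than other genes. The preset inter-gene correlation was 0.01, an estimated correlation was the alternative, and adjusted p-values are over the 33 lists. Counts of members past the threshold are given over all genes and adjusted over the list alone. The mean log2 CPM of a list in a sample is its list score, and scores were compared by an exact two-sided permutation test over samples. The tumour epithelium list was written after reading the study's supplementary gene table, which was made from these samples, and the ChemoCAF (chemokine-producing cancer-associated fibroblast) list came from the study's text.

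The rule for named genes was also set before the data were examined. It took, for each phenotype against the other two, the 8 largest positive and the 8 largest negative fold changes among genes that passed and had a mean log2 CPM of at least 0, the 3 members with the smallest p from each list that passed, and 17 genes fixed in advance, among them the ChemoCAF chemokines. The text names a subset, and 1 gene that met the rule is not reported here. Xist, Ddx3y, Eif2s3y, Kdm5d, Nefl and Myh3 are outside this rule and were chosen after their values were seen. Gene identifiers and positions come from GENCODE M21 on GRCm38, in which 95.5% of the symbols in the table were found.

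Alternatives set in advance were no variance trend, a robust prior, a filter on genes above 1 CPM in at least 5 samples, a shift of each sample to a common median, quantile normalization, log2(CPM + 1), sample weights, models with only 2 groups, each sample left out in turn, voom on the recovered reads, the keratinocyte score as a covariate and, for the lists, an estimated correlation and the exact permutation test. Alternatives chosen after seeing the data were the tumour epithelium score or Xist as a covariate, 3 sets of omitted samples and reads thinned to the smallest library total. Scripts were tested on simulated data. In a simulation of inflamed against excluded tumours, 46.3%, 86.6% and 97.0% of genes changed by 1, 2 and 3 log2 units were recovered, with 6 false calls among 21781 genes. For desert tumours against the other two the shares were 58.2%, 89.6% and 98.5%. The simulated genes varied independently of each other, and only genes with a mean log2 CPM of at least 0 were changed. Without the correlation between genes and the sample structure of the real data, these shares are not the power of the real comparisons. Correlations used Python 3.11.15 and scipy 1.17.1 with 100000 resamples, and figures were drawn with matplotlib 3.10.9. Tumours that had lost their fluorescent tumour cells were not analysed here.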

Results

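STAMP arrays place clonal pancreatic tumour cells in pores of the ear skin, and neighbouring tumours can differ in where transferred T cells settle. Bulk RNA-seq of 1 mm punches covered immune-desert tumours (classed as poor in T cells by imaging, n = 5), immune-excluded tumours (T cells around the tumour, n = 7) and immune-inflamed tumours (T cells in the tumour core, n = 6). The design asks how the transcriptome differs between these classes, and because imaging of T cells defined them, differences in T cell transcripts partly restate how the tumours were chosen. The libraries held 18946710 (Excluded 1) to 52978415 reads (Excluded 3), with 21105 to 21723 of the 21781 genes detected by at least 1 read. Depth did not differ detectably between desert samples and the others (log2 difference -0.18, exact permutation p = 0.311, n = 5 against the rest). The 10 most abundant genes took 4.54% to 12.2% of the reads. That share was 3.48 percentage points higher in desert samples (exact permutation p = 0.000233), and the most abundant gene was Krt2 or Calm4, both expressed in differentiating keratinocytes, in each desert library and also in several of the others.

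Desert samples lay at one end of the first principal component, which held 27.6% of the variance, with Desert 1 and Desert 2 farthest out. Excluded and inflamed samples overlapped on it. The second component (15.8%) set Desert 3 (-92.9), Inflamed 5 (-114.8) and Inflamed 6 (-94.6) apart from the other samples, and the labels give no batch that these 3 share. Pearson correlations between samples ranged from 0.902 to 0.972 within groups and from 0.856 to 0.974 between groups.

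**Figure D1:**
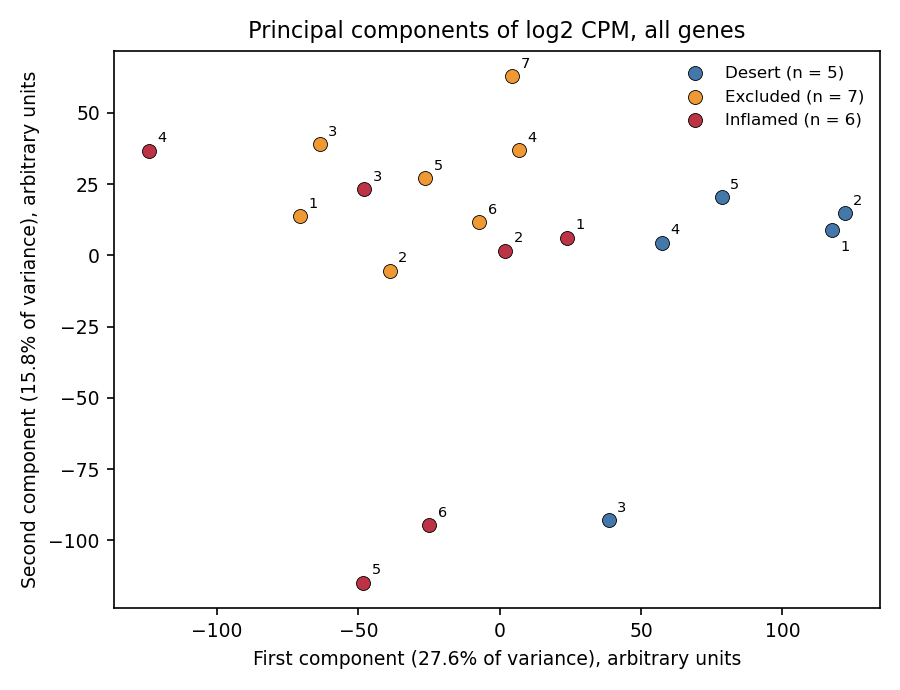
Principal components of the log2 CPM of all 21781 genes, with the first component (27.6% of the variance) on the x axis and the second (15.8%) on the y axis, both in arbitrary units, and 1 point per sample with its replicate number. The 5 desert samples lie to the right of the others on the first component, and Desert 3, Inflamed 5 and Inflamed 6 lie apart on the second.

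Immune-desert tumours were compared with the average of excluded and inflamed tumours to see what marks a tumour classed as poor in T cells. Transcripts of tumour epithelium were lower in the desert punches, most of all in Desert 1 to Desert 3. The tumour epithelium scores of Desert 4 and Desert 5 (4.42 and 4.80) lay above those of Inflamed 5 and Inflamed 6 (3.96 and 4.11). Krt19 (ENSMUSG00000020911.14, chromosome 11, 100140810 to 100148665), a keratin of simple and ductal epithelia, measured 7.02 ± 1.93 log2 CPM (SD, n = 5) in desert samples against 11.40 ± 0.73 (n = 7) in excluded and 10.43 ± 1.90 (n = 6) in inflamed samples, a log2 fold change of -3.90 ± 0.74 (SE, limma adjusted p = 0.00221) with 5 of 5 samples below the average of the other group means. Krt19 in Desert 4 and Desert 5 (8.79 and 9.15) nevertheless lay above that in Inflamed 5 and Inflamed 6 (8.46 and 8.63). The membrane mucin Muc1 (-4.73 ± 0.81), the ductal keratin Krt7 (-3.85 ± 0.62) and the trefoil peptide Tff2 (-5.30 ± 1.03) also fell. Of the 30 genes of the tumour epithelium list, 27 were lower over all genes and 29 when adjusted over the list alone, with a mean log2 fold change of -3.32 (camera adjusted p = 4.83e-16). This list was written after reading a gene table made from these samples, so it is not independent evidence, and its adjusted p = 0.297 with an estimated correlation.

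Sex-linked transcripts moved with the tumour epithelium list, and they were examined after their values were seen. Xist, the RNA that coats the inactive X chromosome of female cells, was lower in desert samples (-4.10 ± 1.04, limma adjusted p = 0.0119), below the average of the others in 4 of 5. The Y-linked genes Ddx3y (0.77 ± 0.18), Eif2s3y (1.22 ± 0.27) and Kdm5d (0.97 ± 0.32) were higher. The Y-linked list score was 1.00 higher in desert samples (exact permutation p = 0.00105), and all 5 lay above each of the other samples. The study's methods describe male hosts, and the sex of the tumour line is not given in the sources used here. Of the hypoxia and glycolysis list, 11 of 21 genes fell (15 adjusted over the list alone), among them lactate dehydrogenase Ldha (-1.41 ± 0.23), the hypoxia-induced Ankrd37 (-1.75 ± 0.31) and carbonic anhydrase Car9 (-2.87 ± 0.63). Of the proliferation list, 12 of 25 fell (14 alone), with the mitotic ubiquitin-conjugating enzyme Ube2c at -1.49 ± 0.25. Camera adjusted p was 6.62e-08 and 7.49e-06 for these lists, and 0.297 and 0.376 with an estimated correlation. Over all samples the hypoxia and proliferation scores moved with the tumour epithelium score (Pearson r = 0.82 and 0.80). With that score as a covariate the proliferation list turned upwards in desert tumours (mean 0.15, camera adjusted p = 0.339). A change in either list was therefore not told apart from a smaller share of tumour cells in the punch.

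T cell and interferon transcripts were lower in desert tumours as well, though not absent (T cell identity score 1.46 to 2.57, against 2.18 to 4.04 in inflamed samples). Of the 22 T cell identity genes, 14 fell over all genes, and adjusted over the list alone 15 were lower and 1 higher. The T cell receptor subunits Cd3d and Cd3e fell by 1.41 and 1.45 log2 units and the T cell surface receptor Cd6 by 2.04, whereas Cd8a did not pass (-1.09 ± 0.57, limma adjusted p = 0.176). Of the cytotoxic effector list, 8 of 16 fell (13 alone), including granzyme Gzmb (-2.36 ± 0.36, limma adjusted p = 0.000664), the effector transcription factor Eomes (-3.28 ± 0.53) and Ifng (-2.01 ± 0.67). Of the immune checkpoint list, 9 of 13 fell (11 alone), with the inhibitory receptor Ctla4 at -2.83 ± 0.38, the costimulator Icos at -1.93 ± 0.26 and the PD-1 ligand Pdcd1lg2 at -2.93 ± 0.43. All 7 of 7 genes of the T cell chemoattractant list fell (7 alone). Among them were the CXCR3 ligands Cxcl10 (-3.17 ± 0.85) and Cxcl9 (-3.07 ± 0.89), Cxcl11 (-2.77 ± 0.55) and Ccl5 (-1.90 ± 0.49). The interferon gamma list also holds Cxcl9, Cxcl10 and Cxcl11. GENCODE M21 annotates Cxcl11 as a polymorphic pseudogene, and whether it gives a functional chemokine in these mice was not settled. For the T cell, cytotoxic, checkpoint and chemoattractant lists camera adjusted p was 1.38e-06, 1.47e-05, 1.71e-07 and 3.8e-05, and 0.298, 0.297, 0.276 and 0.297 with an estimated correlation.

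Interferon gamma response genes fell in desert tumours for 18 of 23 members (23 alone), such as the tryptophan-degrading enzyme Ido1 (-3.29 ± 0.64) and the GTPase Tgtp1 (-2.93 ± 0.48). Type I interferon response genes fell for 13 of 28 (18 alone), with the antiviral Oasl1 at -3.30 ± 0.54 and Oas3 at -3.05 ± 0.60, and antigen presentation genes for 6 of 17 (11 alone). NF-kB inflammatory cytokine genes fell for 14 of 22 (15 alone). The NF-kB cofactor Bcl3 (ENSMUSG00000053175.17, chromosome 7, 19808462 to 19822770; -1.71 ± 0.19) had the smallest adjusted p of all genes in this comparison, 0.000198 in limma. For the interferon gamma, type I interferon, antigen presentation and NF-kB lists camera adjusted p was 4.41e-10, 1.38e-06, 0.00133 and 1.38e-06, and 0.297, 0.374, 0.376 and 0.297 with an estimated correlation.

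Myeloid transcripts followed the same direction. Neutrophil list genes fell for 8 of 15 (adjusted over the list alone, 8 lower and 1 higher), among them the calprotectin subunit S100a8 (-3.51 ± 0.64) and the neutrophil chemokine Cxcl3 (-4.70 ± 1.03). Monocyte and macrophage genes fell for 4 of 20 (4 alone), with Cd14 at -2.48 ± 0.47, dendritic cell genes for 6 of 14 (6 alone), with the plasmacytoid cell lectin Siglech at -1.85 ± 0.48, and NK cell genes for 2 of 7 (3 alone). Of the monocyte genes that fell, Plac8 (-3.09 ± 0.58) rose in excluded tumours (2.08 ± 0.53), where the monocyte list had a mean of -0.02, and so did not follow that list. Of the ChemoCAF chemokines, 2 of 7 fell (2 alone), the neutrophil attractants Cxcl5 (-4.63 ± 0.97) and Cxcl1 (-1.90 ± 0.54), whereas Ccl2 (-0.99), Ccl7 (-0.67), Ccl8 (-0.57), Cxcl12 (-0.06) and Rarres2 (-0.62) did not pass. Camera adjusted p for the neutrophil, monocyte, dendritic cell, NK cell and ChemoCAF lists was 0.000323, 0.000478, 0.000725, 0.0181 and 0.0377, and 0.298, 0.376, 0.297, 0.298 and 0.389 with an estimated correlation.

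Keratinocyte, melanocyte and sebocyte transcripts were higher in desert punches. Keratinocyte genes rose for 8 of 20 (12 alone), with the cornified-layer genes Krtdap at 1.58 ± 0.31 and Flg2 at 1.85 ± 0.44 and the desmosomal cadherin Dsg1a at 1.67 ± 0.44. Melanocyte genes rose for 5 of 8 (7 alone), including the pigment cell genes Mlana (3.63 ± 0.97), Tyr (2.90 ± 0.85) and Dct (2.65 ± 0.76), and sebocyte genes for 1 of 12 (7 alone). Among signalling lists, WNT and beta-catenin genes rose for 3 of 22 (3 alone), with the WNT target Axin2 at 0.99 ± 0.30 and the ligand Wnt6 at 1.19 ± 0.31, and Hedgehog genes for 5 of 13 (6 alone), with the ligand Shh at 2.46 ± 0.69, its receptor Ptch1 at 0.76 ± 0.18 and its antagonist Hhip at 2.68 ± 0.73. As lists, WNT and Hedgehog rose by means of 0.69 and 0.87. These mean rises were no larger than that of the Y-linked score (1.00) or the keratinocyte list (mean 1.22). Among the Hedgehog members Shh and Hhip rose by more, as did the pigment cell genes Mlana, Tyr and Dct. A change in these pathways was therefore not told apart from a larger share of host skin in the punch. The neuropeptide gene Nmu rose by 2.86 ± 0.47. For the keratinocyte, melanocyte, sebocyte, WNT and Hedgehog lists camera adjusted p was 1.38e-06, 0.000112, 0.0054, 0.000725 and 0.00376, and 0.328, 0.297, 0.374, 0.297 and 0.297 with an estimated correlation.

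In the stroma, matrix and myofibroblast genes fell in desert tumours for 5 of 28 members (5 alone), with the protease inhibitor Timp1 at -2.17 ± 0.41, tenascin Tnc at -1.64 ± 0.31 and the membrane protease Mmp14 at -1.30 ± 0.22. Of the 26 TGF-beta signalling genes, 9 were lower and 2 higher (11 and 2 alone), with the ligand Tgfb1 at -1.42 ± 0.31, its receptor Tgfbr1 at -0.61 ± 0.13 and the BMP receptor Bmpr1a at 0.78 ± 0.16. Skeletal muscle genes fell for 6 of 16 (8 alone), including muscle enolase Eno3 (-1.66 ± 0.25). The list call rests on the excluded samples, since the list did not pass in inflamed against desert tumours (camera adjusted p = 0.27). Eno3 was lower than in both other groups (mean 2.73 in desert, 4.23 in inflamed and 4.55 in excluded samples). Camera adjusted p for the matrix, TGF-beta and muscle lists was 0.00133, 0.0313 and 0.00157, and 0.376, 0.323 and 0.376 with an estimated correlation. Steady-state fibroblast genes did not pass as a list (camera adjusted p = 0.124), nor did the dermal fibroblast gene Dpt alone (0.73 ± 0.59, limma adjusted p = 0.397). The endothelial (0.443), B and plasma cell (0.0682), mast cell (0.822), Notch (0.582), hair follicle (0.127), adipocyte (0.0818), cartilage (0.0618) and Schwann cell (0.237) lists did not pass either, camera adjusted p in parentheses.

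By limma, 4199 genes passed in desert tumours against the average of the others, 1396 higher and 2803 lower. The split depended on scaling, with 3157 higher and 1892 lower after each sample was shifted to a common median, which moved the median fold change of all genes by 0.17. After quantile normalization there were 2151 higher and 2202 lower. The list directions given above held under both scalings. All 24 lists that passed camera kept their direction in the exact permutation test of the list score, where the muscle list alone had an adjusted p above 0.05 (0.053) and the B and plasma cell list passed (0.0381). The count fell to 2325, 2340 and 2542 genes without Desert 1, Desert 2 or Desert 5, and to 762 without Desert 1 and Desert 2 together. It was 509, 38 and 1 with the keratinocyte score, Xist or the tumour epithelium score as a covariate, and 7855 with sample weights.

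**Figure D2:**
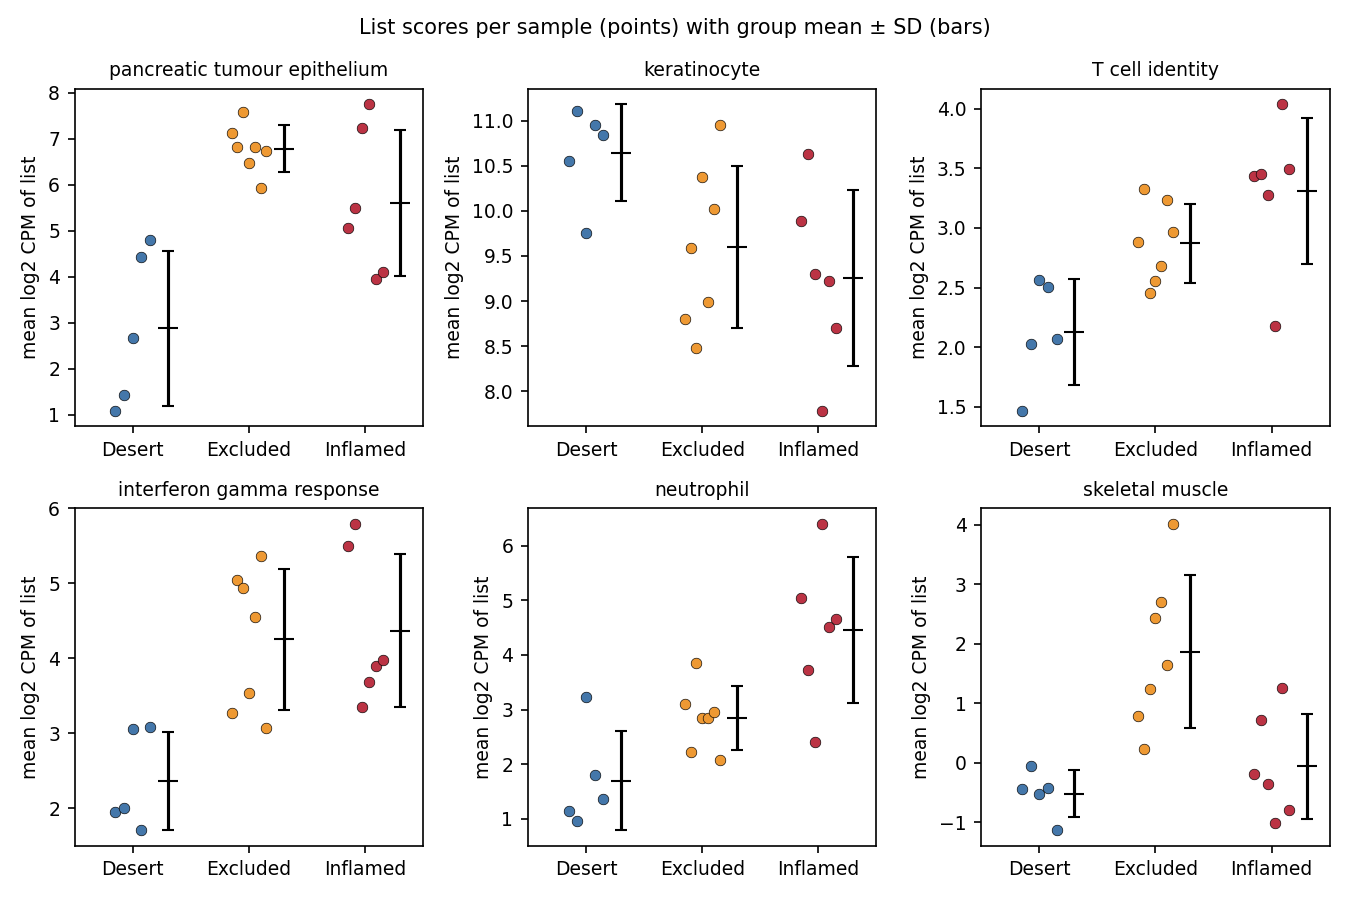
List scores, the mean log2 CPM of the members of a gene list (y axis), for 6 lists in desert (n = 5), excluded (n = 7) and inflamed (n = 6) tumours, with 1 point per sample and bars for the group mean ± SD. The tumour epithelium score was 2.88 ± 1.69 in desert, 6.79 ± 0.52 in excluded and 5.60 ± 1.58 in inflamed tumours, the neutrophil score 1.70 ± 0.91, 2.84 ± 0.59 and 4.46 ± 1.33, and the skeletal muscle score -0.52 ± 0.39, 1.86 ± 1.29 and -0.07 ± 0.88.

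Immune-excluded tumours were compared with the average of inflamed and desert tumours to see what marks T cells held at the margin. Skeletal muscle and tumour epithelium transcripts were the most prominent. Tcap (ENSMUSG00000007877.2, chromosome 11, 98383811 to 98384953), a sarcomere protein of striated muscle, rose by 5.58 ± 0.78 log2 units (SE, n = 7, limma adjusted p = 0.0073), from -0.08 ± 1.40 (n = 6) and -1.48 ± 0.97 (SD, n = 5) in inflamed and desert samples to 4.80 ± 2.37, with 7 of 7 samples above the average of the other group means. Excluded 1 (0.08) lay below Inflamed 2, Inflamed 5 and Inflamed 6. The fast myosins Myh2 (4.88 ± 0.85) and Myh1 (3.99 ± 0.72), skeletal actin Acta1 (4.61 ± 0.96), myoglobin Mb (4.56 ± 0.90) and the calcium pump Atp2a1 (3.84 ± 0.59) rose too. Of the 16 muscle genes, 9 rose over all genes and 11 adjusted over the list alone (camera adjusted p = 2.24e-10, or 0.264 with an estimated correlation). In the exact permutation test of list scores this was the only list that passed in excluded tumours (adjusted p = 0.0104). The muscle score was 0.78, 0.23 and 1.23 in Excluded 1, Excluded 2 and Excluded 3, below the 1.26 of Inflamed 5, and 1.65 to 4.02 in Excluded 4 to Excluded 7. In Excluded 1 and Excluded 2 Myh2 was -1.71 and 0.49, against 3.03 to 5.45 in Excluded 3 to Excluded 7.

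Tumour epithelium genes rose in excluded tumours for 18 of 30 members (29 alone), with Muc1 at 3.25 ± 0.75, Tff2 at 4.41 ± 0.95, the brush-border proteins Vil1 at 2.90 ± 0.63 and Myo1a at 4.04 ± 0.92, the intestinal phosphatase Alpi at 4.53 ± 1.07, and Krt19 at 2.67 ± 0.68, just under the threshold (limma adjusted p = 0.0499). This list is not independent of these samples, as stated for the desert tumours. Pigr, the epithelial receptor that transports immunoglobulin A, rose by 4.97 ± 1.04. It was 1.35 and 2.03 in Excluded 1 and Excluded 2, and 3.67 to 6.36 in Excluded 3 to Excluded 7. Of the hypoxia and glycolysis list, 3 of 21 rose (16 alone), among them Car9 (3.10 ± 0.57), Ankrd37 (1.80 ± 0.29) and Ldha (0.93 ± 0.21), and of the proliferation list 1 of 25 (4 alone), Ube2c (0.99 ± 0.23). Xist was higher without passing (3.10 ± 0.95, limma adjusted p = 0.106). For the tumour epithelium, hypoxia and proliferation lists camera adjusted p was 1.78e-24, 3.38e-11 and 1.43e-05, and 0.264, 0.264 and 0.856 with an estimated correlation. With the tumour epithelium score as a covariate the proliferation list turned downwards (mean -0.19, camera adjusted p = 0.017). The hypoxia and proliferation rises were not told apart from a larger share of tumour cells in these punches.

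Interferon lists were also higher in excluded tumours. Of the type I interferon list, 2 of 28 genes rose (6 alone), Oas3 (2.24 ± 0.55) and Oasl1 (2.15 ± 0.50). The interferon gamma list passed with a mean of 0.89 although 0 of 23 genes did so over all genes or adjusted over the list alone, and the checkpoint list with a mean of 0.59 and 0 of 13 genes (3 alone). The keratinocyte list was lower (mean -0.35), with 0 of 20 genes past the threshold and 0 alone. Camera adjusted p for the type I interferon, interferon gamma, checkpoint and keratinocyte lists was 3.1e-07, 1.43e-05, 0.000494 and 0.01, and 0.856, 0.856, 0.438 and 0.902 with an estimated correlation. In the direct comparison, inflamed against excluded, the interferon gamma (mean 0.12), checkpoint (0.20) and keratinocyte lists (-0.35) lay on the side opposite to these calls and did not pass (camera adjusted p = 0.177, 0.0921 and 0.136). These calls rest on the desert samples. The type I interferon and proliferation lists did not pass there either (0.105 and 0.3). The T cell identity (0.651), cytotoxic (0.567), neutrophil (0.226), monocyte (0.433), matrix and myofibroblast (0.313), endothelial (0.329) and TGF-beta (0.129) lists did not pass, camera adjusted p in parentheses. The B and plasma cell, NK cell and hair follicle lists had positive means (0.11, 0.21 and 0.24) against a downward camera direction (adjusted p = 0.956, 0.959 and 0.951). Bcl3 (0.90 ± 0.17) rose, and Nmu fell by 2.08 log2 units.

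By limma, 421 genes passed in excluded tumours, 406 higher and 15 lower. After a shift to a common median there were 137 higher and 28 lower, with the median fold change of all genes at -0.13, and after quantile normalization 233 higher and 37 lower. The keratinocyte list no longer passed under either. The count rested on single libraries. It was 17 without Excluded 5, 32 without Excluded 3, 113, 123, 257 and 244 without Excluded 1, 2, 4 or 7, 117 and 121 without Desert 1 or 2, 185, 172, 210 and 155 without Inflamed 1, 2, 5 or 6, and 1284 without Inflamed 4. It was 0 with the tumour epithelium score or Xist as a covariate, 15 without Desert 1 and Desert 2 together and 17 when inflamed and desert samples were pooled as a single group.

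Immune-inflamed tumours were compared with the average of excluded and desert tumours to see what marks T cells in the core. Neutrophil and other myeloid transcripts were highest there. Cxcl3 (ENSMUSG00000029379.10, chromosome 5, 90786103 to 90789600), a chemokine that attracts neutrophils, rose by 4.83 ± 0.98 log2 units (SE, n = 6, limma adjusted p = 0.0339), from 0.91 ± 1.46 (n = 7) and -2.13 ± 1.36 (SD, n = 5) in excluded and desert samples to 4.22 ± 3.15, with 6 of 6 samples above the average of the other group means. Inflamed 3 (0.25) lay below the excluded mean. The related chemokine Cxcl2 (4.08 ± 0.92), the calprotectin subunits S100a8 (2.90 ± 0.61) and S100a9 (2.59 ± 0.58), the pattern receptor Clec4e (2.49 ± 0.55), the itaconate-producing enzyme Acod1 (3.90 ± 0.74), and the myeloid receptors Cd300lf (3.00 ± 0.55) and Cd14 (2.25 ± 0.45) rose as well. Mmp9, a gelatinase of neutrophils and other cells, had the smallest adjusted p of these genes (2.60 ± 0.39, limma adjusted p = 0.0118). Of the neutrophil list, 5 of 15 rose (10 alone; camera adjusted p = 3.62e-09, or 0.215 with an estimated correlation), and this was the only list that passed the exact permutation test of list scores in inflamed tumours (adjusted p = 0.0373).

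Lymphocyte transcripts were higher in inflamed tumours, mostly below the threshold over all genes. Inflamed 4 went the other way, with a T cell identity score (2.18) below every excluded sample (lowest 2.46) and within the desert range (1.46 to 2.57). Of the T cell identity list, 2 of 22 rose, Cd3d (1.24 ± 0.26) and the T cell kinase Lck (1.21 ± 0.27), and adjusted over the list alone 15 were higher and 1 lower. Of the checkpoint list, 3 of 13 rose (6 alone), Pdcd1lg2 (1.94 ± 0.41), Ctla4 (1.73 ± 0.37) and Icos (1.29 ± 0.25). Of the cytotoxic list, 0 of 16 genes passed over all genes and 13 did adjusted over the list alone, with Gzmb at 1.42 ± 0.35 (limma adjusted p = 0.0584). Of the chemoattractants, 2 of 7 rose (5 alone), among them Ccl3 (2.92 ± 0.62), whereas Cxcl9 (1.35 ± 0.84), Cxcl10 (1.62 ± 0.81) and Ccl5 (1.55 ± 0.46) did not pass. For the T cell, checkpoint, cytotoxic and chemoattractant lists camera adjusted p was 7.48e-10, 5.87e-07, 4.3e-08 and 6.98e-06, and 0.226, 0.215, 0.215 and 0.215 with an estimated correlation.

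Other immune and stromal lists rose in inflamed tumours as lists, with few members past the threshold. Interferon gamma (0 of 23 genes, 6 alone), monocyte and macrophage (1 of 20, 10 alone), NF-kB (2 of 22, 11 alone) and matrix and myofibroblast lists (0 of 28, 7 alone) had camera adjusted p of 5.14e-08, 4.3e-08, 4.3e-08 and 4.3e-08, and 0.281, 0.237, 0.215 and 0.226 with an estimated correlation. Dendritic cell (1 of 14, 4 alone, Siglech at 2.09 ± 0.46), NK cell (0 of 7, 3 alone), antigen presentation (0 of 17; 8 higher and 1 lower alone) and B and plasma cell lists (0 of 9, 1 alone) had camera adjusted p of 0.000273, 0.00108, 0.00397 and 0.0112, and 0.226, 0.215, 0.474 and 0.281 with an estimated correlation. The type I interferon (0.0126), ChemoCAF (0.0106), hypoxia (0.0452), proliferation (0.00894), tumour epithelium (0.00109, not independent of these samples) and cartilage lists (0.0492) also passed camera upwards with no member past the threshold over all genes, and had 0.579, 0.344, 0.561, 0.561, 0.556 and 0.561 with an estimated correlation. In the direct comparison with excluded tumours the type I interferon (mean -0.38), hypoxia (-0.46), proliferation (-0.15) and tumour epithelium lists (-1.19) lay on the lower side. Their upward calls rest on the desert samples. The TGF-beta list did not pass (mean 0.18, camera adjusted p = 0.175), nor did the mast cell (0.357), steady-state fibroblast (0.55) and endothelial lists (0.996).

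Melanocyte, keratinocyte, Schwann cell, Hedgehog and WNT lists were lower in inflamed tumours, again with no member past the threshold over all genes. Adjusted over the list alone, 8 of 8 melanocyte, 7 of 20 keratinocyte, 5 of 9 Schwann cell, 1 of 13 Hedgehog and 0 of 22 WNT genes were lower. Camera adjusted p for these 5 lists was 2.35e-05, 1.91e-05, 0.00329, 0.0134 and 0.000805, and 0.237, 0.344, 0.237, 0.281 and 0.237 with an estimated correlation. The Notch list passed by a small margin (mean -0.35, camera adjusted p = 0.0455, or 0.344 with an estimated correlation), with no member past the threshold and the receptor Notch3 at -1.02 ± 0.32 (limma adjusted p = 0.101). The sebocyte, adipocyte, hair follicle and skeletal muscle lists were lower with camera adjusted p of 0.00236, 0.00722, 0.0464 and 0.0452, and 0.312, 0.403, 0.644 and 0.561 with an estimated correlation. Among single genes, the sugar transporter Slc2a12 (-1.97 ± 0.42), the alcohol dehydrogenase Adh6a (-1.83 ± 0.33) and the epidermal Skint5 (-1.72 ± 0.34) fell.

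By limma, 142 genes passed in inflamed tumours, 100 higher and 42 lower. After a shift to a common median there were 65 higher and 46 lower, and with voom on the recovered reads 130 higher and 24 lower. The hair follicle and skeletal muscle lists no longer passed after the median shift or quantile normalization. The cartilage and hypoxia lists no longer passed after quantile normalization. The count was 5 without Inflamed 5, 20 without Inflamed 6, 445 and 250 without Inflamed 1 or 3, 35, 42, 59 and 45 without Desert 1, 2, 4 or 5, 1324 without Desert 3, and 34, 66 and 78 without Excluded 4, 5 or 6. It was 0 without Desert 1 and Desert 2 together and when excluded and desert samples were pooled as a single group. In the limma model of 3 groups 4681 genes had an unadjusted p under 0.05, where 1089.05 would be expected by chance. The count was 3 with the keratinocyte score as a covariate.

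**Figure D3:**
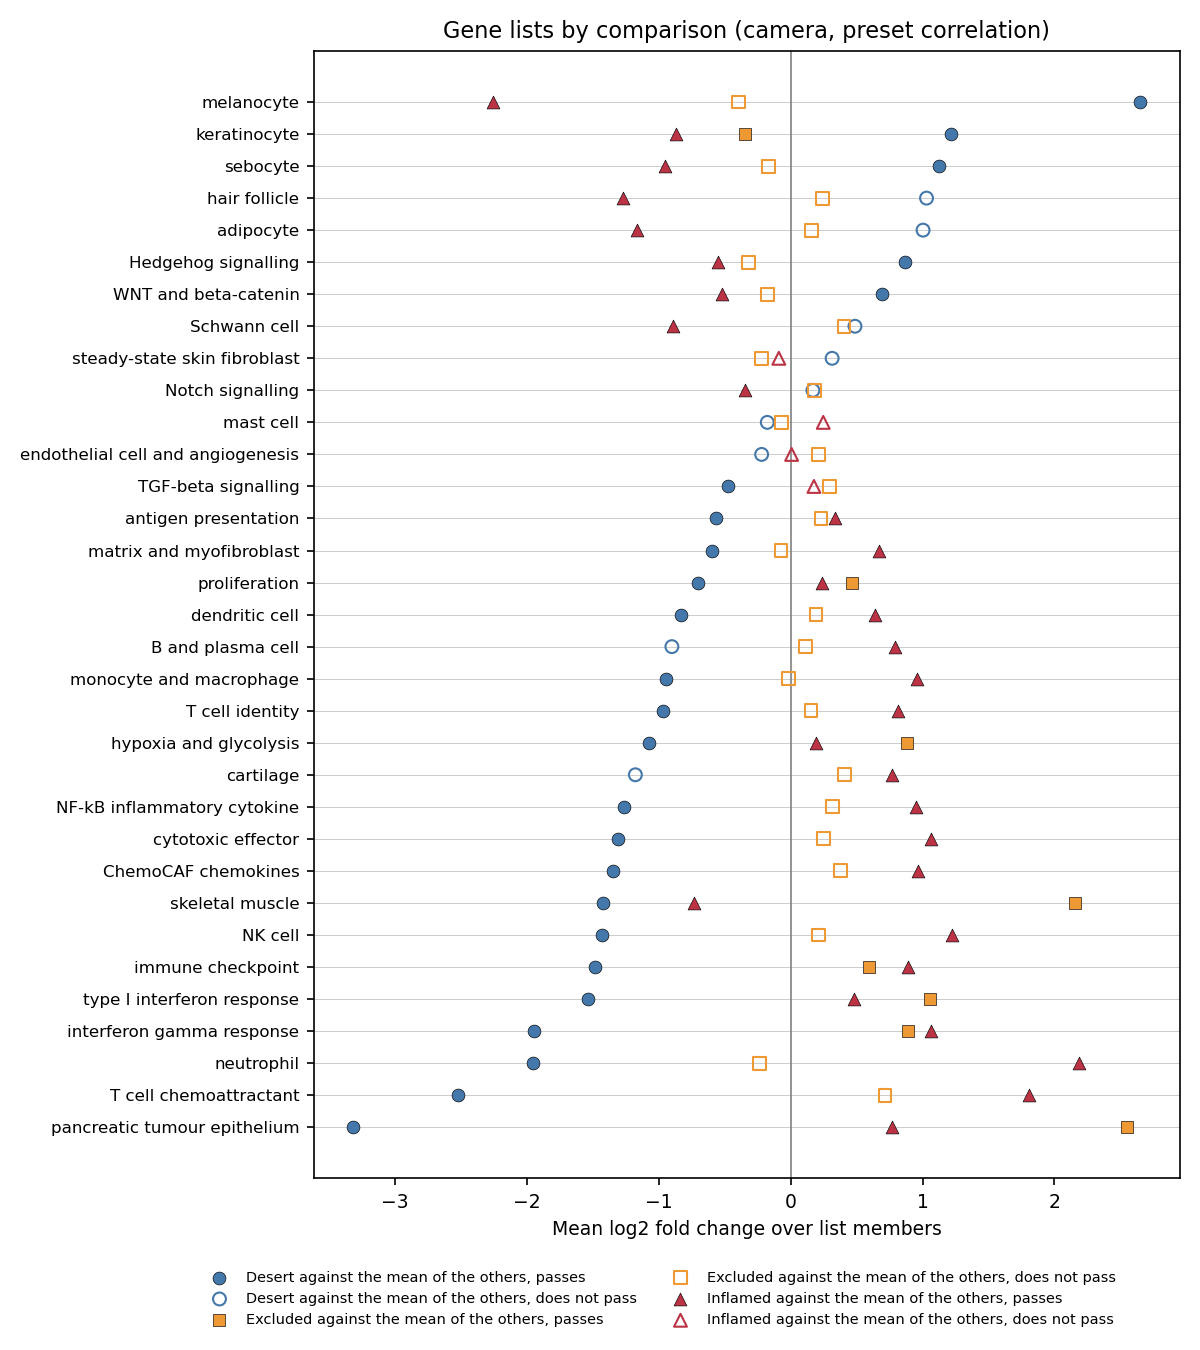
Mean log2 fold change over the members of each of 33 gene lists (x axis) for each phenotype against the average of the other two, with filled symbols for lists that passed camera at the preset correlation and open symbols for the others. In desert tumours 5 of the 24 lists that passed were higher, in excluded tumours 7 of 8 and in inflamed tumours 19 of 29, and with an estimated correlation no list passed in any comparison.

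Inflamed and excluded tumours were compared directly, since both hold T cells and differ in where these lie. No single gene passed, and differences were seen only in lists. Neutrophil genes were higher in inflamed tumours by a mean of 1.62 (0 of 15 genes over all genes, 4 alone), with scores of 4.46 ± 1.33 (SD, n = 6) against 2.84 ± 0.59 (n = 7). Skeletal muscle genes were lower, with a mean of -1.93 (0 of 16, 9 alone) and tumour epithelium genes with a mean of -1.19 (0 of 30, 0 alone, a list not independent of these samples). Camera adjusted p was 1.92e-09, 5.5e-09 and 3.8e-07, and 0.423, 0.423 and 0.497 with an estimated correlation. T cell identity (mean 0.44), cytotoxic (0.54), monocyte (0.65) and matrix lists (0.50) were higher with no member past the threshold over all genes or alone (camera adjusted p = 3.8e-07, 3.43e-05, 3.6e-07 and 1.23e-07, or 0.443, 0.443, 0.443 and 0.423 with an estimated correlation). Schwann cell (mean -0.86, 4 of 9 alone), hypoxia (-0.46, 3 of 21 alone), melanocyte (-1.24) and Notch lists (-0.35) were lower (camera adjusted p = 0.000539, 0.00158, 0.0141 and 0.0207, or 0.423, 0.51, 0.522 and 0.443 with an estimated correlation). Dendritic cell, B and plasma cell, NK cell, chemoattractant (2 genes alone) and NF-kB lists were higher and the adipocyte list lower, with camera adjusted p of 0.0279, 0.0382, 0.00773, 0.00758, 0.00125 and 0.0148, and 0.497, 0.497, 0.423, 0.455, 0.497 and 0.541 with an estimated correlation. Of the lists that passed for inflamed tumours against the average of the others, the checkpoint (0.0921), interferon gamma (0.177), type I interferon (mean -0.38, 0.105), antigen presentation (0.214), ChemoCAF (0.0931), proliferation (0.3), cartilage (0.346), keratinocyte (0.136), hair follicle (0.175), sebocyte (0.081), WNT (0.105) and Hedgehog lists (0.485) did not pass in this direct comparison, camera adjusted p in parentheses. They were not shown to separate inflamed from excluded tumours.

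By limma, 0 of 21781 genes passed between inflamed and excluded tumours, with 1744 at an unadjusted p under 0.05 where 1089.05 would be expected by chance, and voom and a model of only these 2 groups also gave 0. The smallest adjusted p was 0.0862, reached by the neurofilament gene Nefl (-3.70 ± 0.58) and the developmental myosin Myh3 (-4.68 ± 0.77), which were chosen after their values were seen, and Tcap followed at 0.0958 (-4.87 ± 0.90). Cxcl9 (-0.24 ± 0.94), Gzmb (0.32 ± 0.38) and Tgfb1 (0.02 ± 0.33) had intervals that included 0. In all, 17 of 33 lists passed camera, and none did in the exact permutation test of list scores. Without Desert 3, Inflamed 5 and Inflamed 6, 12 of these 17 still passed, and the dendritic cell, B and plasma cell, hypoxia, tumour epithelium and melanocyte lists did not. Inflamed 5 and Inflamed 6 had the highest monocyte (7.69 and 7.85) and matrix scores (7.34 and 7.02) of all samples. Without Excluded 1 the count was 22, without Excluded 2 it was 1, without Inflamed 4 it was 2, and with sample weights it was 8.

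Against desert tumours alone, inflamed and excluded tumours both carried more transcripts of the tumour epithelium, T cell identity and hypoxia lists and fewer of the keratinocyte and melanocyte lists. In inflamed tumours 13 of 22 T cell identity genes were higher and 1 lower (16 and 1 alone), and in excluded tumours 7 were higher (9 alone). Gzmb was higher by 2.52 ± 0.42 in inflamed (n = 6) and by 2.19 ± 0.40 in excluded samples (n = 7) than in desert samples (n = 5), and Ctla4 by 3.04 ± 0.44 and 2.62 ± 0.43. Neutrophil genes were higher in inflamed tumours for 9 of 15 (9 alone; camera adjusted p = 1.88e-06, or 0.239 with an estimated correlation), and in excluded tumours the list did not pass (2 genes, 3 alone, camera adjusted p = 0.0571). The neutrophil list, excluded against desert, passed after a median shift (camera adjusted p = 0.0102) and quantile normalization (0.0242). Skeletal muscle genes were higher in excluded tumours for 9 of 16 (10 alone; 3.21e-06, or 0.412 with an estimated correlation), and in inflamed tumours the list did not pass (0.27). Tumour epithelium genes, a list not independent of these samples, were higher for 19 of 30 in inflamed (27 alone) and 27 in excluded tumours (29 alone). Camera adjusted p was 2.57e-08 and 0.000398 for the T cell and 7.29e-11 and 8.53e-21 for the tumour epithelium list, and 0.239, 0.475, 0.264 and 0.346 with an estimated correlation.

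Hypoxia genes were higher for 7 of 21 in inflamed (12 alone) and 14 in excluded tumours (16 alone), and keratinocyte genes lower for 8 and 3 of 20 (12 and 8 alone). Melanocyte genes were lower for 6 and 1 of 8 (8 and 5 alone), with Mlana at -4.41 ± 1.11 and -2.85 ± 1.08, which did not pass in excluded tumours. Camera adjusted p for the hypoxia, keratinocyte and melanocyte lists was 1.12e-05, 1.63e-06 and 2.49e-05 in inflamed and 4.92e-10, 1.02e-05 and 0.00147 in excluded tumours. With an estimated correlation it was 0.282, 0.303 and 0.239, and 0.346, 0.419 and 0.412. In all, 27 of 33 lists passed camera in inflamed and 19 in excluded tumours, and 20 and 17 in the exact permutation test of list scores. The mast cell and Schwann cell lists in excluded tumours had means (0.07 and -0.06) of the opposite sign to their camera direction (adjusted p = 0.894 and 0.997).

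By limma, 3446 genes differed between inflamed and desert tumours (2158 higher, 1288 lower) and 2492 between excluded and desert tumours (2031 higher, 461 lower). After a shift to a common median the splits were 1495 higher and 2385 lower, and 1323 higher and 1687 lower, with the median fold change of all genes at -0.13 and -0.21, and after quantile normalization 1749 and 1697, and 1568 and 1027. In inflamed against desert tumours the count was 1615, 1711 and 2054 without Desert 1, 2 or 5, 79 with the keratinocyte score as a covariate and 69 with the tumour epithelium score. In excluded against desert tumours it was 1595, 1593 and 1610 without Desert 1, Desert 2 or Excluded 3, 754 with the keratinocyte score, 1 with the tumour epithelium score and 0 with Xist as a covariate.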

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

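The samples below were the highest or lowest of their group by more than Dixon's 95% critical value, a test planned before the results were seen, but the measures it ran on include Xist, Ddx3y, Eif2s3y, Kdm5d, Nefl and Myh3, which were chosen afterwards. Of 396 groups of values (132 measures in 3 groups), 21 had such a sample, where chance marks about 1 in 20 groups, or 19.8 here. No pattern among them was weighed.

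Excluded 7 was lowest of the excluded samples for the monocyte and macrophage score (5.69), the myeloid receptor Cd300lf (1.46) and the chemokines Ccl7 (4.89), Ccl8 (8.40) and Cxcl12 (5.22), all in log2 CPM, and highest for muscle enolase Eno3 (5.65). Excluded 2 was highest for the cartilage (5.14), matrix and myofibroblast (6.83) and NK cell (0.877) scores. Excluded 6 was lowest for the secreted epithelial glycoprotein Dmbt1 (7.06).

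Inflamed 4 was lowest of the inflamed samples for the WNT and beta-catenin score (2.14), Axin2 (-0.23) and Flg2 (4.68). Inflamed 5 was lowest for the sebocyte score (2.99) and Ptch1 (2.48), and Inflamed 2 for Tgfb1 (3.89). Inflamed 1 was highest for Adh6a (6.80).

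Desert 4 was highest of the desert samples for Ube2c (5.18) and Cd8a (1.65). Desert 3 was highest for the Y-linked Ddx3y (7.59) and stood at -92.9 on the second principal component, where the nearest desert sample was at 4.43.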

How the results depend on the processing

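The covariates tumour epithelium score and Xist, the omitted sets of samples and the thinned reads were tests chosen after seeing the results. Across 16 settings, 2094 of 2560 results for named genes kept direction and side of the threshold, 449 no longer passed, 15 passed newly and 2 turned. For lists 2678 of 3150 kept both, 339 no longer passed, 121 passed newly and 12 turned. With 1 library left out these were 2521 of 2880 and 3353 of 3564, and none turned. The cause was not tested for any change below, except that the settings with fewer samples or fewer reads hold less data. No paired analysis was possible because replicate numbers are accession order and not in the labels.

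Numbers of genes that passed in desert tumours (4199) became 7855 with sample weights, 509, 1 and 38 with the keratinocyte, tumour epithelium or Xist covariate, and 762 without Desert 1 and 2. Excluded against desert (2492) gave 6616, 754, 1, 0 and 544 in that order, and inflamed against desert (3446) gave 5192, 79, 69, 247 and 289, with 1730 in a model of 2 groups. Excluded tumours (421) gave 258 without a variance trend, 165 after a median shift, 270 after quantile normalization, 1205 with sample weights, 17 in a model of 2 groups, 0 with the tumour epithelium and 0 with the Xist covariate, 119 without Desert 3, Inflamed 5 and Inflamed 6, 15 without Desert 1 and 2, and 1250 without Inflamed 4 and Excluded 7. Inflamed tumours (142) gave 0 in a model of 2 groups and 0 without Desert 1 and 2, 3 with the keratinocyte and 77 with the Xist covariate, 15 without Desert 3, Inflamed 5 and Inflamed 6, and 63 with thinned reads. Inflamed against excluded (0) gave 1 with log2(CPM + 1) and 8 with sample weights. With 1 library left out, counts ranged from 2325 to 5228 in desert, 17 to 1284 in excluded and 5 to 1324 in inflamed tumours, 1615 to 4922 for inflamed against desert, 1593 to 3190 for excluded against desert and 0 to 22 for inflamed against excluded.

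With an estimated correlation 0 lists passed in each of the 6 comparisons. With the permutation test 1 list passed in excluded and 1 in inflamed tumours and 0 between them, and with sample weights 13 in excluded tumours. With 1 library left out, 22 to 27 lists passed in desert, 7 to 10 in excluded and 22 to 28 in inflamed tumours, 21 to 27 for inflamed against desert, 18 to 23 for excluded against desert and 13 to 22 for inflamed against excluded.

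Direction here is that of camera, relative to other genes. With the tumour epithelium covariate the proliferation list turned direction in excluded (adjusted p = 0.017) and desert tumours (0.339), inflamed against desert (0.782), inflamed against excluded (0.00997) and excluded against desert (0.0994), the WNT list in excluded against desert (0.956), Krt19 in excluded tumours (-0.32) and Dmbt1 in desert tumours (2.26). With the Xist covariate the proliferation (0.97) and hair follicle lists (0.0031) turned in excluded tumours, where their mean fold changes stayed positive (0.04 and 2.03), and the hair follicle list in excluded against desert (0.0396), with the keratinocyte covariate the mast cell list in desert tumours (0.0472), and without Desert 3, Inflamed 5 and Inflamed 6 the fibroblast (0.00355) and proliferation lists (0.00106) in inflamed against excluded. Over all 34 settings the adjusted p of the proliferation list ranged from 1.3e-07 to 0.376 in desert and 2.99e-07 to 0.97 in excluded tumours, 5.78e-08 to 0.782 for inflamed against desert, 3.87e-08 to 0.603 for excluded against desert and 0.00106 to 0.998 for inflamed against excluded. It ranged from 0.0031 to 0.998 and 0.0396 to 0.941 for the hair follicle, 0.0472 to 0.973 for the mast cell, 0.000643 to 0.956 for the WNT and 0.00355 to 0.99 for the fibroblast list.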

Other observations

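The tests chosen only after the result was seen were that of tumour content in the desert samples, the use of the keratinocyte covariate (itself planned) as a test of epidermis, that of muscle tissue in the excluded samples, the thinning of reads by which depth was tested, and the correlations.

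Across the 18 samples, ChemoCAF chemokines and neutrophil genes moved together, with list scores that correlated at Pearson r = 0.88 and Spearman rho = 0.91 (permutation p = 1e-05 for each, the smallest that 100000 resamples can give, adjusted p = 5e-05 over 10 relations). The relation was r = 0.84 without the samples farthest from the median score, Desert 1 and Desert 2, and r = 0.89 for deviations from the group means (permutation adjusted p = 0.0001). Within groups r was 0.88 in excluded (exact permutation p = 0.00377, n = 7) and 0.95 in inflamed samples (exact permutation p = 0.00833, n = 6). The ChemoCAF list holds Cxcl1 and Cxcl5 and the neutrophil list Cxcl2 and Cxcl3, all between positions 90759360 and 90905938 of chromosome 5. Part of the relation may therefore be between neighbouring chemokine genes, and the scores without them were not tested. Bulk RNA does not tell which cells made these transcripts. The ChemoCAF score did not follow the T cell identity score detectably (r = 0.46, rho = 0.36, permutation p = 0.0557 and 0.143, adjusted 0.0619 and 0.159), with r = 0.12 without Desert 1 and Desert 2 and r = 0.04 for deviations from the group means (permutation adjusted p = 0.893). T cell chemoattractant and T cell identity scores correlated over all samples (r = 0.64, rho = 0.61, permutation p = 0.004 and 0.00818, adjusted 0.005 and 0.0102, and r = 0.57 without Inflamed 1 and Inflamed 2) but not detectably within groups (r = 0.19, permutation adjusted p = 0.57). Interferon gamma response and cytotoxic scores correlated at r = 0.77 and rho = 0.78 (permutation p = 0.00026 and 0.00032, adjusted 0.000433 and 0.000457), at r = 0.75 without Desert 4 and Inflamed 2 and at r = 0.54 within groups (permutation adjusted p = 0.0379).

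The tumour epithelium score moved with Xist (r = 0.93, rho = 0.91, permutation p = 1e-05 for each, the smallest that the resamples can give, adjusted 5e-05), with r = 0.85 without Desert 1 and Desert 2, the pair left out in each relation of this paragraph unless stated, and r = 0.86 within groups (adjusted p = 0.00415). It moved against the Y-linked score (r = -0.74, rho = -0.79, permutation p = 0.00056 and 0.00019, adjusted 0.0008 and 0.000317, r = -0.69 without the pair, r = -0.51 within groups, adjusted 0.0238). It moved with the hypoxia score (r = 0.82, rho = 0.84, permutation p = 6e-05 and 4e-05, adjusted 0.00015 and 0.0001, r = 0.78 without the pair, r = 0.52 within groups, adjusted 0.0118) and with the proliferation score (r = 0.80, rho = 0.85, permutation p = 0.00011 and 4e-05, adjusted 0.00022 and 0.0001, r = 0.89 without the pair, r = 0.68 within groups, adjusted 0.0253). The keratinocyte score moved with the Y-linked score (r = 0.82, rho = 0.80, permutation p = 4e-05 and 0.00013, adjusted 0.000133 and 0.00026, r = 0.71 without Excluded 3 and Inflamed 4, r = 0.73 within groups, adjusted 0.0118). The tumour epithelium and T cell identity scores showed no detectable relation over all samples (r = 0.31, rho = 0.07, permutation p = 0.214 and 0.78, adjusted 0.214 and 0.78, r = -0.23 without the pair, r = -0.31 within groups, adjusted 0.391), while in the inflamed samples r was -0.83 (exact permutation p = 0.00278, n = 6, not adjusted for the groups looked at). The hair follicle score, of genes for hair keratins and their regulators, ranged from -1.58 in Inflamed 5 to 8.53 in Inflamed 1, a wide range within a single phenotype.

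In desert tumours the tumour epithelium list was lower by a mean of -3.32. Library depth did not differ detectably between desert samples and the others (log2 difference -0.18, exact permutation p = 0.311). The list kept 100% of its mean fold change after all libraries were thinned to the smallest total. Thinning keeps the expected ratios of well-expressed genes, so it could hardly give another result and decides little about depth. The hypothesis that the desert punches held fewer tumour cells predicts less Xist if the tumour line is female and more Y-linked transcript from male hosts, and both were seen, with a difference of -4.15 in Xist (exact permutation p = 0.0035) and the Y-linked score higher by 1 log2 unit (exact permutation p = 0.00105). A lower share of tumour cells could give these values, and it may come from smaller tumours or from the placing of the punch. The groups overlapped, since the tumour epithelium scores of Desert 4 and Desert 5 (4.42 and 4.80) lay above those of Inflamed 5 and Inflamed 6 (3.96 and 4.11). In Desert 4, Xist (5.18) also lay above that of Inflamed 1, Inflamed 5 and Inflamed 6. The sex of the line remains to be established. A lower level of these epithelial genes within each tumour cell was not tested.

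T cell identity and interferon gamma lists were also lower in desert tumours. A lower share of tumour cells alone, with the rest of the punch unchanged, would raise the T cell identity score, which instead differed by -0.9481 (exact permutation p = 0.00245, 5 of 5 samples below the mean of the others). With the keratinocyte covariate the T cell list kept 125% of its mean fold change. That score also moved with the Y-linked score (r = 0.82), so it does not measure epidermis alone. The covariate therefore cannot exclude more epidermis in the punch. With thinned reads the T cell list kept 102.3%. Thinning keeps the expected ratios of well-expressed genes, so this decides little about depth, which did not differ detectably as given above. Fewer T cells in desert tumours, the class that imaging assigned, stays open and may account for these lists as a hypothesis, and it is also how the group was defined. Whether fewer T cells or lower transcription per cell lowered the interferon genes was not tested.

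Skeletal muscle genes were higher in excluded tumours. A single library was argued against, since without Excluded 7, the highest sample, the score was still 1.78 higher (exact permutation p = 0.000808). If muscle tissue had entered the punches, nearly all members would be highest in excluded tumours, and 12 of 16 were, while the other 4 (Myh4, Actn3, Pvalb and Mybpc2) had mean log2 CPM below 0 in every group. A low level elsewhere did not keep other members from rising. Myh2, Ckm and Tnnc2 had means of -1.35, -1.76 and -3.57 in desert and 3.00, 1.71 and 0.97 in excluded tumours. Muscle tissue from the ear and expression of muscle genes by other cells, such as the tumour cells, could each give these values and cannot be told apart here. The scores of Excluded 1, Excluded 2 and Excluded 3 (0.78, 0.23 and 1.23) lay below that of Inflamed 5 (1.26). The labels name no batch, so a batch was not excluded. By sample identifiers, Excluded 1 and Excluded 2 lie apart from Excluded 3 to Excluded 7, which run together. The muscle genes Acta1 and Atp2a1 followed this division. Acta1 was 1.87 and 1.89 in Excluded 1 and Excluded 2, and 3.58 to 8.34 in Excluded 3 to Excluded 7. Atp2a1 was 2.00 and 1.94 against 4.03 to 6.96. Leaving out a single library does not test this division.

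Other splits of the 18 samples into groups of the same sizes, 100 with the real one, tell how often random labels give as many genes. Each split mixes all 3 groups at once, so it tests the labels as a whole and not a single comparison. Samples may share a mouse, and 100 splits cannot give a share below 1 in 100. Only the real split reached its count for desert tumours (4199 genes, highest other 2) and inflamed tumours (142, highest other 1). The same held for inflamed against desert (3446, highest other 2) and excluded against desert (2492, highest other 1251). For excluded tumours 2 of 100 splits, the real one included, gave as many genes (421, highest other 2169). With the other groups pooled, models of 2 groups gave 0 genes in inflamed and 17 in excluded tumours. Pooling puts the distance of the desert samples into the spread, so these 2 counts say little about chance. Because each split tests the labels as a whole, chance was not excluded for the comparison of inflamed or of excluded tumours alone. The split with 2169 genes put all 5 desert samples with Inflamed 2 and Excluded 6 into a single group, and its count, several times the real one, points to a structure of the samples, the distance of the desert samples from the rest. For inflamed against excluded tumours the real count was 0, which 100 of 100 splits must reach (highest other 1), so the splits say nothing about chance there.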
